A study of Homo sapiens with 14 samples. Its data were reported in "Generation of pancreatic progenitors from human pluripotent stem cells by small molecules" (2021).

How the data were processed

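RNA sequencing was carried out on H1 OCT4-GFP cells, a human embryonic stem cell line that carries a green fluorescent protein reporter at the OCT4 (POU5F1) locus, during differentiation toward pancreatic progenitors. The first stage used the GiBi protocol, in which a GSK3 inhibitor (CHIR99021, abbreviated CH) activates Wnt signalling and dorsomorphin (DM) inhibits BMP signalling for the first day, so that definitive endoderm (DE) forms without added Activin A. Retinoic acid, the hedgehog inhibitor SANT-1, DM and a phorbol ester were given from day 6 to day 10. From day 10 to day 14 the medium held DM, nicotinamide and Y-27632 instead. Cells were sampled on days 0, 2, 4, 6, 8, 12 and 14 (D0 to D14) with 2 biological replicates per day, which gives 14 libraries. The group of each library came from its differentiation time label, and its replicate number from its replicate label.

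Per the labels and the methods of the study, poly(A) libraries were made with a TruSeq stranded kit and read as 75-nt single reads on a NextSeq, and the authors quantified transcripts with kallisto under default settings on the Galaxy platform against the hg38 human genome assembly. Neither the kallisto version nor the transcriptome release is stated. The deposited tables hold 2 measurements per transcript: the estimated count of reads, which need not be whole, and TPM (an abundance with a fixed total per library), which the authors' kallisto run scaled by effective transcript length and library total. No normalization had been applied to the deposited estimated counts. Each table lists the same 188753 transcripts. For long transcripts the effective length is the length minus 74, which corresponds to a fragment length of 75, the read length. Default kallisto settings do not use strand, so genes that overlap on opposite strands, and paralogs or pseudogenes of similar sequence, can share estimated counts.

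Transcript identifiers were matched without their version to the GENCODE 44 annotation of GRCh38. This placed 167067 transcripts in 36315 genes, of which 19903 are protein coding. The other 21686 transcripts had no match and held between 4.3% and 5.07% of the counts of a library. They were left out of the main comparisons and are treated in the closing section. Estimated counts were summed per gene and rounded to whole numbers. Total estimated counts were between 21307920 and 32716274 per library, and between 15649 and 16984 genes per library had at least 10 counts. A count of 3, taken as the smallest level the depth can show, corresponded to between 0.092 and 0.141 CPM (counts scaled by library size to a fixed total). Such floors cover counting error only, because reads without molecular identifiers are not independent molecules.

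Genes were kept with filterByExpr of edgeR (minimum count 10), which left 18344 genes, 16508 of them protein coding, out of 28240 genes with any count. Library sizes were scaled by TMM, with factors between 0.85 and 1.116. The main test was the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3). All 14 libraries were fitted in one model with one coefficient per day, which leaves 7 residual degrees of freedom, since 2 libraries per day are too few to estimate the spread alone. The biological coefficient of variation was 20%. A gene was called when its Benjamini-Hochberg (BH) adjusted p was under 0.05 and its change was at least 2-fold, the thresholds the study used with DESeq2 and limma-voom. The 3 stage comparisons were D4 against D0, D8 against D4 and D14 against D8, and the 6 comparisons of consecutive sampled days located the changes in time. Standard errors of log2 fold changes were derived from the F statistic. Where every library of a day was at or under 3 counts, the fold change was computed against 3 counts and is given as a lower bound. The floor also bounds the model's log2 fold change for such genes, which depends on the small prior count of the fit.

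Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes. Gene sets were tested with camera of limma 3.58.1, a competitive test of the set against the other genes, at an inter-gene correlation of 0.01, with BH adjustment over 8 sets. The genes named in the text are those of a marker list, which holds the genes the study's text names for the sequencing data plus TBXT and MIXL1, and the 3 genes with the largest rise and the 3 with the largest fall in each stage comparison. The latter were taken from called genes with a symbol, a mean of at least 10 CPM over the 4 libraries and no overlap between the libraries of the 2 days. One gene that this rule selects is not reported here. This rule, the lists of the 8 gene sets, the designs and the alternatives were fixed before the data were examined, except where the text says otherwise.

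The replicate numbers come from the labels, and they pair the days if replicate 1 of every day came from one differentiation run. Every comparison was therefore also fitted with the replicate number as a block. Whether same-numbered libraries deviate together was checked by the correlation, across genes, of their deviations from the day means. It was between -0.07 and 0.18 over the 9 comparisons, so the numbers carried little shared deviation.

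The scripts were tested on simulated counts drawn from the means, spread and sizes of the 14 libraries for 18344 genes, with 200 genes changed by known folds. The main test recovered 84.5% of the 200 genes in the right direction and 96% of those changed 8-fold, with 7 false calls (4% of its calls). With the replicate block it recovered 83.5%, with only the 4 libraries compared 81%, with DESeq2 1.42.0 87.5% (22 false calls) and with limma-voom 83.5%. In the camera simulation, which held 17903 genes, the shifted set had a p of 4.76e-53 and 0 of 20 unshifted sets had a p under 0.05. The changed genes were well above the floor, changed at D4 alone and had the same spread on every day. These rates therefore do not cover genes near the floor or a day with a larger spread. Genes were simulated independently, so the assumed inter-gene correlation was not tested.

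The alternatives were DESeq2 size factors or library size alone in place of TMM, looser and stricter count filters, DESeq2, limma-voom, fits of only the 4 libraries compared, the replicate block in both kinds of fit, an adjusted p under 0.01, glmTreat against a 2-fold change, an offset for average transcript length, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), tests per transcript, and leaving out each replicate in turn. Keeping unmatched transcripts as features of their own, and leaving out replicates for the marker counts, were added after seeing the data. Copies of genes on alternate sequences of the genome were found with minimap2 2.31, and other statistics used Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6. Gene ontology terms and a list of transcription factors were not used here.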

Results

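The transcriptome was profiled in H1 OCT4-GFP cells on 7 days of differentiation toward pancreatic progenitors (PPs), with 2 replicates per day. D0 holds undifferentiated human pluripotent stem cells (hPSCs), D4 the DE stage, D8 the early PP stage and D14 the late PP stage, and D2, D6 and D12 lie between them. Total estimated counts in replicates 1 and 2 were 30036165 and 24814609 at D0, 32716274 and 26382726 at D2, 28473738 and 28547433 at D4, and 28243292 and 21307920 at D6. They were 30271460 and 24462253 at D8, 24496518 and 22127847 at D12, and 23975050 and 23895080 at D14. The 10 genes with the most counts took between 6.23% and 10.52% of a library, with the highest shares in the D2 libraries. Mitochondrial genes took between 2.9% and 6.24%. The labels name no sequencing batch. Values below are mean CPM ± SD over 2 replicates, after TMM scaling, unless stated otherwise.

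The first question was how closely replicates agreed and whether the libraries followed the order of the days. In 14 of 14 libraries the nearest neighbour by Spearman correlation was the other replicate of the same day. The correlation between replicates across the 18344 genes was between 0.9712 (D2) and 0.9925 (D4). The D2 replicates differed most, with 3076 genes at least 2-fold apart (16.8%) against 1504 at D6, the next highest day, and 865 at D4, the lowest. Principal component 1 held 62.9% of the variance and component 2 held 15.6%. The share on component 1 fell to 47.6% when all genes kept by the filter were used. On component 1 the D0 libraries lay at -66.1 and -65.5, the D4 libraries at -29.9 and -30.8, the D8 libraries at 39.9 and 41.6 and the D14 libraries at 54.8 and 55.1. The D2 libraries, at -61.4 and -70, did not separate from D0 on this component. Hierarchical clustering by one minus Spearman correlation split the libraries, at 3 clusters, into D0 with D2, D4 with D6, and D8 with D12 and D14. At 7 clusters the D12 and D14 libraries formed one cluster and the D2 replicates separated into 2. The chi-square per degree of freedom between replicates was between 11.48 and 94.98, so no pair differed by counting noise alone, as 2 runs of one library would. This does not show that the pairs are biological replicates, which rests on the labels, and each library was counted as 1 replicate.

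**Figure D1:**
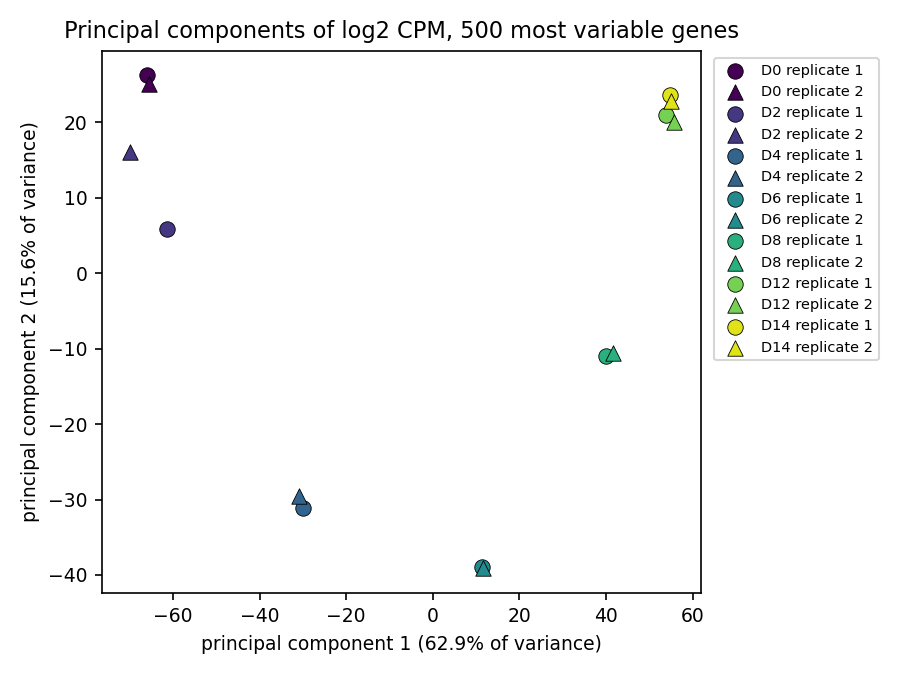
Principal components 1 (horizontal, 62.9% of variance) and 2 (vertical, 15.6%) of log2 CPM over the 500 most variable genes, with one point per library, colour for day and shape for replicate. Replicates lie together except at D2, where replicate 1 is at 5.9 and replicate 2 at 16 on component 2, and D12 and D14 lie next to each other.

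The comparison of D4 with D0 asked which genes changed as hPSCs became DE. By edgeR's quasi-likelihood test with BH adjustment, 2059 genes were higher and 1718 were lower at D4, out of 18344 tested. With the replicate number as a block the counts were 2034 higher and 1687 lower, and 2015 and 1672 of the genes were the same, with a correlation of same-numbered deviations of -0.07. The setting that moved the number of higher genes most was the glmTreat test against a 2-fold change, with 997 genes. Of the 2059 higher genes, 774 were already called higher at D2, and of the 1718 lower genes, 659 were already called lower at D2.

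All 11 marker genes of this transition passed in the direction stated by the study, both when adjusted over all genes and over the list alone, and all 11 passed with the replicate block. Among the pluripotency genes, NANOG (chromosome 12, 7787794 to 7799146, GRCh38) fell from 165 ± 6.96 to 12.5 ± 0.924 CPM (n = 2), a log2 fold change of -3.73 with a standard error (SE) of 0.24 and an edgeR BH-adjusted p of 5.8e-07. MYC was 15.7-fold lower at D4, with 76.3 ± 2.96 CPM at D0 and 4.86 ± 1.57 at D4. STAT3 was 2.47-fold lower and SOX2 2.29-fold lower, and neither passed glmTreat against a 2-fold change, with BH-adjusted p-values of 0.188 and 0.435 in edgeR. SOX2 remained at 95.2 ± 29.1 CPM at D4. POU5F1 (chromosome 6, 31164337 to 31180731), which encodes OCT4, fell from 7.04 ± 1.74 to 1.49 ± 0.0397 CPM, a log2 fold change of -2.23 (SE 0.51, edgeR BH-adjusted p 0.00493). The POU5F1 counts are uncertain, since its mRNA has full-length copies on 6 alternate sequences of the genome and other transcripts could have taken its reads.

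Among the genes of gastrulation and DE, SOX17 (chromosome 8, 54457935 to 54460892) had 0 counts in both D0 libraries and 101 ± 1.47 CPM at D4, at least 805-fold higher than the floor of 3 counts, with an edgeR BH-adjusted p of 2.9e-05. FOXA2 (chromosome 20, 22580998 to 22585455) rose from 1.02 ± 0.00297 to 146 ± 21.3 CPM, a log2 fold change of 7.16 (SE 0.27, edgeR BH-adjusted p 3.72e-08). GATA6 was at least 242-fold and GSC at least 63.3-fold higher, EOMES was 63.4-fold higher and GATA4 53.4-fold higher. GSC and EOMES were past their highest level by D4, and GATA6 had fallen from its D2 level before it rose again. GSC was at 129 ± 47.4 CPM at D2 and 7.9 ± 2.16 at D4, and EOMES at 540 ± 33.2 at D2 and 35.6 ± 3.24 at D4. GATA6 was at 141 ± 64 CPM at D2 and 30.2 ± 2.11 at D4, 4.67-fold lower (edgeR BH-adjusted p 0.000127). Its D2 replicates were at 186 and 95.4 CPM. GATA6 then rose to 108 ± 17 CPM at D8, 3.57-fold above D4 (edgeR BH-adjusted p 0.000334), and was at 110 ± 10.1 at D14. SOX17 and FOXA2 also had higher means at D2 than at D4, at 167 ± 167 and 188 ± 56.7 CPM, without a call between these days. The 2 markers added for D2 against D0 both passed. MIXL1 was 329-fold higher, at 530 ± 78.5 CPM, and was back at 2.02 ± 0.178 at D4. TBXT was 122-fold higher at D2 with 18.1 and 49 CPM in the replicates, a spread of the kind found for many genes on that day.

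By the rule for naming genes, the largest rises at D4 were those of SOX17, ANKRD1 and SAMD11. ANKRD1 (chromosome 10, 90912096 to 90921087) and SAMD11 (chromosome 1, 923923 to 944575) had 0 counts at D0 and reached 53.7 ± 10.1 and 51.1 ± 1.57 CPM, at least 430-fold and at least 409-fold higher. The largest falls were those of VSNL1, from 152 ± 16.2 to 1.19 ± 0.212 CPM, LEFTY1, from 191 ± 14.2 to 1.56 ± 0.267, and CSMD1, from 33.4 ± 1.79 to 0.442 ± 0.372. LEFTY1 and CSMD1 had not fallen at D2, where they stood at 311 ± 6.13 and 46.2 ± 3.64 CPM, whereas VSNL1 was at 11.6 ± 9.46.

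The comparison of D8 with D4 asked which genes changed from DE to the early PP stage. In total, 1715 genes were higher and 1558 lower at D8 by edgeR with BH adjustment. With the replicate block, 1683 were higher and 1540 lower, with a correlation of same-numbered deviations of -0.07. Of the genes that had risen between D0 and D4, 353 fell again between D4 and D8 and 311 rose further. Of the 9 markers of this transition, 8 passed, over all genes and over the list alone, and 8 passed with the block. GATA4 did not reach the fold threshold: it was 1.87-fold higher, with a log2 fold change of 0.91 (SE 0.26, edgeR BH-adjusted p 0.0207). With the transcript length offset its log2 fold change was 1.03 and it passed. PDX1 (chromosome 13, 27920000 to 27926313) had 0 counts in both D4 libraries and 67 ± 0.216 CPM at D8, at least 614-fold higher (edgeR BH-adjusted p 4.84e-08). It was at 0.318 ± 0.131 CPM at D6 and 180 ± 10.2 at D12, so most of the rise took place between D6 and D12. ONECUT1 was at least 153-fold higher with 23.7 and 9.65 CPM in the D8 replicates. SOX9 passed at a low level, with 0.616 ± 0.0191 CPM at D8 and 19 and 15 counts, and did not pass in limma-trend on log2(TPM + 1), where its log2 fold change was 0.25.

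EOMES was 213-fold lower, GSC 53.6-fold lower, NANOG 6.34-fold lower and SOX17 6.03-fold lower at D8 than at D4. SOX17 did not pass glmTreat (edgeR BH-adjusted p 0.0578). POU5F1 was 3.05-fold lower with an edgeR BH-adjusted p of 0.0427 and 16 and 11 counts at D8, and it lost the call with library size alone, where the adjusted p was 0.0573. Among the largest rises were those of FGB (chromosome 4, 154563011 to 154572807) and PDX1. FGB had 0 counts at D4 and 116 ± 8 CPM at D8, at least 1060-fold higher, and was at 134 ± 37.1 CPM at D12. The largest falls were those of EOMES, TDGF1, from 450 ± 46.8 to 2.24 ± 0.39 CPM, and VWF, from 161 ± 9.76 to 1.41 ± 0.38.

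The comparison of D14 with D8 asked which genes changed from the early to the late PP stage. Here 862 genes were higher and 987 lower by edgeR with BH adjustment. With the replicate block, 826 were higher and 950 lower, with a correlation of same-numbered deviations of -0.02. All 5 markers passed, over all genes, over the list alone and with the block. NKX6-1 (chromosome 4, 84491985 to 84499292) was at 0.0159 ± 0.0224 CPM at D8 and 51.6 ± 1.91 at D14, at least 467-fold higher (edgeR BH-adjusted p 7.03e-07). PTF1A (chromosome 10, 23192312 to 23194245) had 0 counts at D8 and 22.3 ± 0.504 CPM at D14, at least 202-fold higher. NKX2-2 was at least 46.1-fold and NEUROD1 at least 21.5-fold higher, at 5.1 ± 1.08 and 2.38 ± 0.522 CPM. The NKX2-2 edgeR BH-adjusted p was 0.0124, and the call was lost at an adjusted p under 0.01. It was also lost when unmatched transcripts were kept as features, where the edgeR BH-adjusted p was 0.0598. NEUROG3 was 15.9-fold higher at D14, with 3.54 ± 0.769 CPM. It was at 9.01 ± 1.4 CPM at D12, and its 2.54-fold fall from D12 to D14 did not pass (edgeR BH-adjusted p 0.215). PDX1 rose a further 2.89-fold between D8 and D14, to 193 ± 2.98 CPM.

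The largest rises at D14 were those of INS, GCG and PTF1A. INS (chromosome 11, 2159779 to 2161221), which encodes insulin, had 0 counts in every library from D0 to D8, 36.5 ± 9.47 CPM at D12 and 447 ± 119 CPM at D14, at least 4050-fold higher than at D8 (edgeR BH-adjusted p 8.94e-06). This bound takes the INS count at D8 as it stands, while the overlapping gene INS-IGF2 had 55 and 83 counts there. GCG (chromosome 2, 162142882 to 162152404), which encodes glucagon, had 0 counts from D0 to D8, 3.67 ± 0.344 CPM at D12 and 128 ± 39.3 at D14, at least 1160-fold higher. The largest falls were those of CYP26A1, from 390 ± 16.5 to 0.599 ± 0.0107 CPM, DIO1, from 20.4 ± 0.132 to 0.119 ± 0.111, and PLVAP, from 20.1 ± 14.1 to 0.139 ± 0.0257. CYP26A1 (chromosome 10, 93073475 to 93077885) encodes an enzyme that breaks down retinoic acid. Retinoic acid was given from day 6 to day 10, so D8 was sampled during this treatment and D14 after it. CYP26A1 had 2 high phases, at 450 ± 345 CPM at D2 and 390 ± 16.5 at D8, with 52.1 ± 8.11 at D6 between them.

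**Figure D2:**
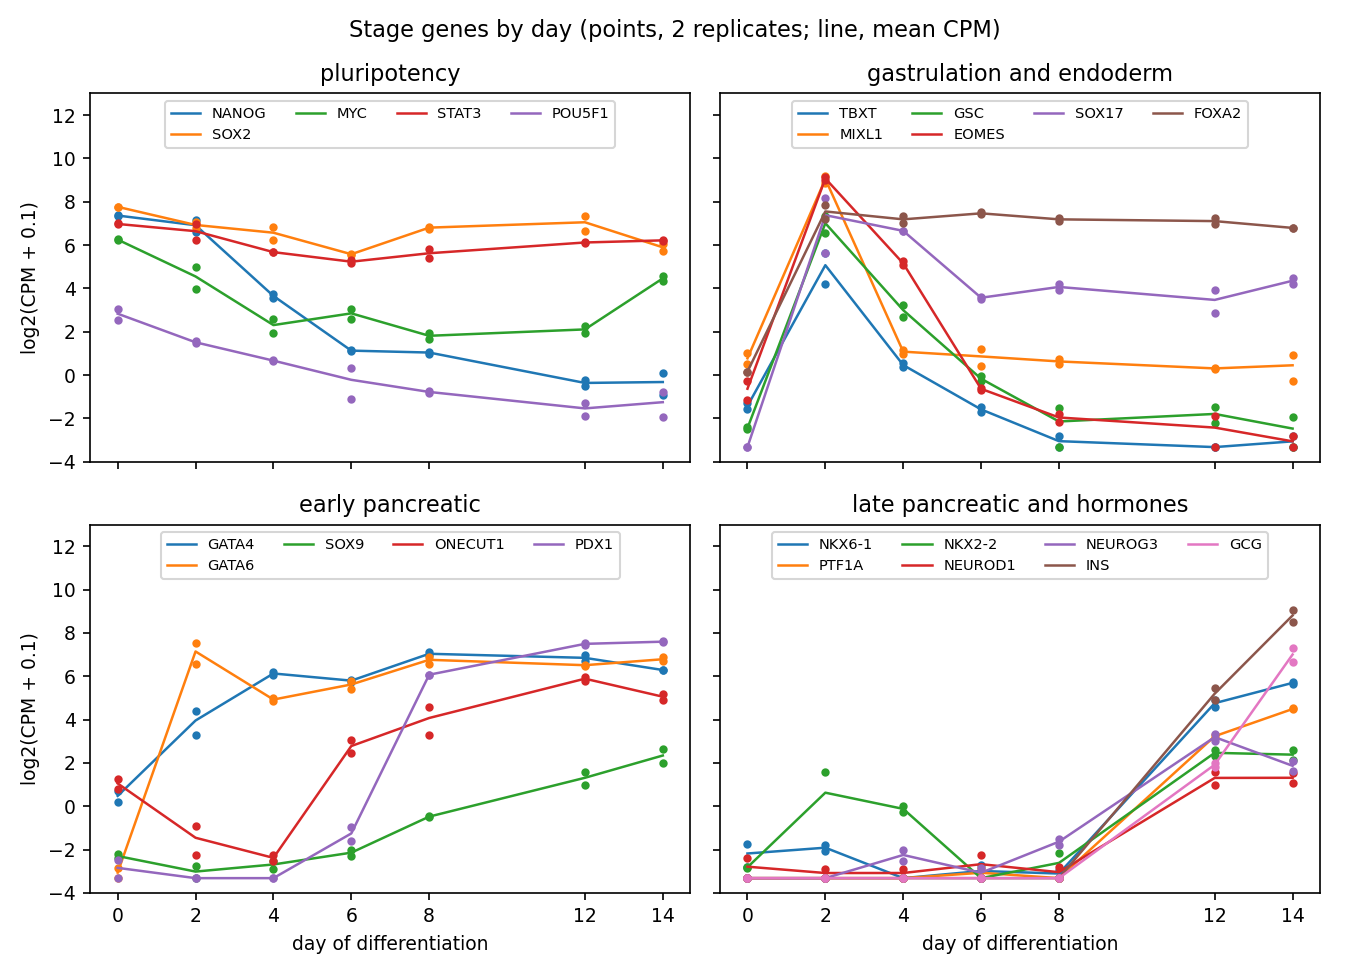
CPM of stage genes on a log2(CPM + 0.1) axis (vertical) against the day of differentiation (horizontal), with a point for each of 2 replicates and a line through the daily means, in 4 panels of genes. GSC, EOMES and MIXL1 have their highest values at D2, PDX1 rises between D6 and D8, and INS and GCG appear at D12 and are higher at D14.

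Comparisons of consecutive sampled days located these changes in time. By edgeR with BH adjustment, 2410 genes changed from D0 to D2, 2159 from D2 to D4, 1537 from D4 to D6, 1517 from D6 to D8, 1635 from D8 to D12 and 125 from D12 to D14. With the replicate block the numbers were 2318, 2086, 1487, 1446, 1599 and 120, with correlations of same-numbered deviations of -0.06, 0.09, -0.07, 0.18, -0.03 and 0.07. Both fits share the spread over all days, while the D2 replicates differed most. With only the 4 libraries compared, the numbers were 1203, 1171, 1796, 1377, 1575 and 287. The steps that use D2 then had fewer genes than those between D4 and D12, so their rank depended on the fit. The step from D8 to D12 also covers more days than the others. From D8 to D12, 643 genes were higher and 992 lower, and from D12 to D14, 97 were higher and 28 lower. The number for D14 against D12 depended on the setting, with 528 genes when every gene with at least 1 count was kept and 271 with DESeq2. Most genes called lower between D8 and D14 were already called at D12, 662 of 987, and 442 of 862 were already called higher. MYC rose 5.22-fold from D12 to D14, to 22 ± 2.57 CPM (edgeR BH-adjusted p 0.00562). Over the 3 stage comparisons, 6342 genes were called at least once and 407 were called in all 3.

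**Figure D3:**
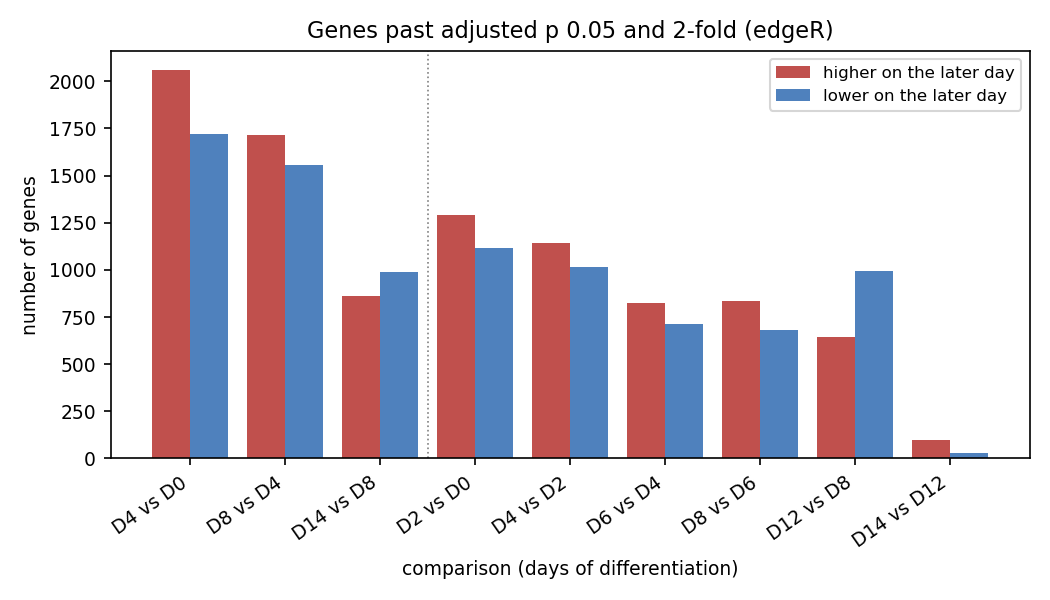
Number of genes (vertical, from 0) called higher or lower on the later day in the 3 stage comparisons (left of the dotted line) and the 6 comparisons of consecutive days (right). The bars are highest for D4 against D0, with 2059 and 1718 genes, and lowest for D14 against D12, with 97 and 28.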

Values the study reported

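In the study, genes were kept when their fold change was above 2 or below 0.5. By flow cytometry, the xeno-free protocol was reported to give up to 85% PDX1-positive PP cells and 61% cells positive for both PDX1 and NKX6.1 on day 14. These are shares of cells with the protein, a different measure from the RNA levels given above.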

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

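The tests in this part were chosen only after the results they bear on were seen. A median of 4.49% of the counts of a library (4.3% to 5.07%) lay in the 21686 transcripts that matched no identifier of the annotation and that the comparisons above do not use. This stands out because it is a signal in data outside the main measurement, far above the 3 counts the depth can show: 15382 of these transcripts had a count, and 302 had over 10000 counts over the 14 libraries, which held 64.3% of the unmatched counts. Kept as features of their own beside the genes, 6333 were tested, and edgeR with BH adjustment called 234 higher and 116 lower at D4 than at D0. The annotation used here does not pair these identifiers with genes, so they are not named.

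One candidate explanation is that they are copies of known genes on alternate sequences of the genome, of which the genome file has 261. The longest coding transcript of 19585 protein-coding genes was aligned to these. For the 698 genes with a full-length copy, 78.4% had an unmatched transcript of exactly the same length, against 61.7% of the 18887 genes without one (Fisher's exact test across genes, which are not independent, p = 1.84e-20). The share is also high without a copy, for a reason that was not tested, so an equal length alone is weak evidence. A match needed only an equal length anywhere among the unmatched transcripts. Genes with and without a copy were not matched for length, so the difference in share may reflect length alone. The test bears on the whole class and identifies no transcript. In addition, 1317 of the 5166 unmatched transcripts with over 100 counts had the same counts in every library as another one, which is what kallisto gives identical sequences. A second explanation, that the identifiers were retired for lack of expression, is not met by the 302 highly counted transcripts. A source in the authors' transcriptome release remains a candidate that these tests do not settle, and no biological explanation was tested.

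POU5F1 is where this matters for the report. The gene had only 337 counts at D0 over both libraries, although the reporter line was undifferentiated. Of the 21 marker genes it was the only one with a copy on an alternate sequence, and it had 6. Its reads may have been assigned to those copies, but since the unmatched transcripts are not named, the number of copies alone cannot show it. POU5F1B and the POU5F1 pseudogenes, 7 genes in all, together had 74 counts at D0, fewer than POU5F1 itself. At D4 they had 117, more than POU5F1, which had 41 and 41 counts in the D4 libraries. Whether any POU5F1 reads were lost to the copies or to these genes is not known. The level of POU5F1 and the size of its fall are therefore uncertain. The study also aligned reads to the genome itself and reported OCT4 as highly expressed at D0 alone. Its qPCR showed a loss of OCT4 during differentiation. The low POU5F1 count at D0 is thus no evidence of low OCT4 expression in the cells. Whether the reporter at the locus changed its transcript was not tested.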

How the results depend on the processing

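No log2 fold change of a named gene and no gene set reversed its direction. The balance of higher and lower genes did change sides with library size alone in 3 comparisons, given below. For D14 against D8 it also changed sides with limma-trend on log2(TPM + 1), with 766 higher and 564 lower. The same held for limma-trend on log2(TPM + 0.1), with 942 and 776, and for the replicate block with only the 4 libraries, with 1183 and 1170. Apart from leaving out replicates, the principal component shares and the settings named below, the gene counts stayed within 1.5 times their main values. Beside edgeR with BH adjustment, limma-voom gave numbers within that range for 11 of the 12 gene counts and so did DESeq2, the exception being D14 against D12. DESeq2 called 1922 of the 2059 genes higher at D4 than at D0 and 1615 of the 1718 lower, limma-voom 1950 and 1680, and none of these calls was reversed.

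The glmTreat test against a 2-fold change lowered every gene count: to 997 higher and 730 lower at D4 than at D0, 746 and 591 at D8 against D4, 268 and 328 at D14 against D8, and, for the consecutive days, to 690 (D2 against D0), 856 (D4 against D2), 396 (D6 against D4), 512 (D8 against D6), 453 (D12 against D8) and 11 (D14 against D12). Tests per transcript gave 1126 and 576, 585 and 552, 144 and 247, and for the consecutive days 810, 695, 239, 278, 253 and 5. An adjusted p under 0.01 left 539 higher and 625 lower at D14 against D8, 1545 changed at D2 against D0, 830 at D6 against D4, 947 at D8 against D6, 994 at D12 against D8 and 51 at D14 against D12. Requiring 10 counts in every library left 1124 lower at D4 than at D0, 1074 higher at D8 than at D4, 560 higher and 655 lower at D14 than at D8, 1016 changed at D6 against D4 and 954 at D8 against D6. This filter removes genes that are silent on some days, and it removed most of the named genes. Limma-trend on log2(TPM + 1) gave 887 lower at D4 than at D0, 1124 higher at D8 than at D4, 564 lower at D14 than at D8 and 1429 changed at D2 against D0, but with a pseudocount of 0.1 all 12 counts were within 1.5 times. The cause of these changes was not tested.

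With only the 4 libraries compared, 1203 genes changed at D2 against D0 and 1171 at D4 against D2, and with the replicate block in that fit 1070 changed at D2 against D0. Both comparisons involve the D2 replicates, which differed most. For D14 against D12 the count rose to 287 with only the 4 libraries, 391 with the replicate block in that fit, 271 with DESeq2, 188 with limma-voom and 528 when every gene with at least 1 count was kept, and it was 69 when unmatched transcripts were kept as features, of which 61 were genes, a setting chosen after seeing the data. In simulated data the fit of 4 libraries and DESeq2 made more false calls than the main test (9.5% and 11.2% of calls against 4%), but limma-voom, which also raised the count, made fewer (2.9%). The cause was not tested. With the replicate block over all 14 libraries no count moved by as much as 1.5 times.

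Leaving out each replicate in turn leaves one library on a day, so no test was made, and the number of called genes still at least 2-fold changed in the same direction was counted. Over 4 such fits it ranged from 1926 to 2001 of the 2059 genes higher and 1612 to 1676 of the 1718 lower at D4 than at D0, from 1550 to 1666 of 1715 and 1343 to 1514 of 1558 at D8 against D4, and from 773 to 834 of 862 and 907 to 956 of 987 at D14 against D8. For D2 against D0 it ranged from 1793 to 2305 of 2410, the widest range. Among the markers, 10 or 11 of 11, 8 of 9 and 5 of 5 stayed at least 2-fold changed in these fits.

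Library size alone in place of TMM moved the median log2 fold change of all genes to 0.13 for D4 against D0, 0.2 for D4 against D2 and 0.12 for D8 against D6. For D4 against D2 it changed the split from 1143 higher and 1016 lower (52.9% higher) to 1568 and 755 (67.5%). The share of higher genes went from 54.5% to 62% for D4 against D0 (2393 higher and 1466 lower). For D8 against D6 it went from 55% to 63.4% (970 and 559). The larger side changed for D14 against D8, from 862 higher and 987 lower to 932 and 879, for D2 against D0, from 1293 and 1117 to 1123 and 1277, and for D6 against D4, from 823 and 714 to 725 and 789. With DESeq2 size factors these comparisons kept the larger side of TMM, at 869 higher and 982 lower, 1267 and 1134, and 856 and 673. Which side is larger therefore depended on leaving out such scaling, and for D14 against D8 also on the settings given above. Library size alone also left 7 of the 9 markers past the threshold for D8 against D4, without POU5F1. Among the named genes, POU5F1 at D8 against D4 lost its call in 7 of the settings and NKX2-2 at D14 against D8 in 2. STAT3 and SOX2 at D4 against D0, and SOX17 and SOX9 at D8 against D4, lost theirs in 1 setting each, in most cases with an unchanged log2 fold change. GATA4 at D8 against D4 gained a call in 3. Leaving out one replicate moved the log2 fold change by more than the spread between replicates for 10 of the changes, most of them genes with few counts on one day. The share of variance on principal component 1 was 47.6% with all genes and 54.3% with a larger set of the most variable genes.

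Among the gene sets, the hedgehog targets passed with fry (adjusted p 0.036), a self-contained test, with a range over the alternatives from 0.036 to 0.489. The intestine genes passed with fry (adjusted p 0.0157) and when the gene with the largest change was left out (0.000261), with a range from 0.000261 to 0.161. That gene, ISX, fell by 4.19 on the log2 scale while the set rose. The depth limits the genes near 3 counts: for NEUROD1, NKX2-2 and NKX6-1 at D8 only a lower bound of the fold change can be given.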

Other observations

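The lists of the 8 gene sets and the test of HOX gene order were written before the data were examined. The tests on the D2 replicates, VWF, INS and GCG were chosen after the result was seen.

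The molecules of the protocol give directions to test. All p-values here are from camera with BH adjustment over 8 sets, with the value under the replicate block after it. The 14 listed Wnt targets were higher at D2 than at D0 (adjusted p 2.89e-12, block 3.43e-13), with 13 of 14 higher and a median log2 fold change of 1.95. This is consistent with the action of CH on the first day. The 16 retinoic acid targets were higher at D8 than at D6 (adjusted p 7.92e-31, block 7.36e-33), 16 of 16, with a median of 2.66. The 11 BMP targets were lower at D8 than at D6 (adjusted p 3.21e-10, block 9.44e-10), 10 of 11, with a median of -1.28. The exception, HEY1, rose by 3.02. Retinoic acid and DM were both added at D6, so these results are consistent with their action, but no untreated cells of the same days were compared, and the change of stage cannot be separated from that of the medium. The 5 hedgehog targets tested, of interest because of SANT-1, gave an adjusted p of 0.0984 (block 0.0852), with 3 of 5 lower. The set passed with fry (adjusted p 0.036) and is unresolved. PTCH1 was called lower, with a log2 fold change of -1.46 (edgeR BH-adjusted p 0.00111).

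HOX genes lie in clusters and are numbered from the 3′ end, and the hypothesis was that low-numbered genes would rise more from D6 to D8. Over the 18 HOX genes tested the Spearman correlation of paralog number with log2 fold change was -0.63 (permutation test, two-sided, p = 0.0057). It is a correlation across genes, which are not independent replicates. All 12 genes with numbers up to 5 were higher at D8, with a median log2 fold change of 4.55, against 5 of 6 and a median of 1.44 for higher numbers. HOXA13, at -8.89, was the one that fell. The correlation is consistent with a graded response along the clusters, and 6 of these genes are also in the list of retinoic acid targets.

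Genes of other lineages were tested to look for cells off the intended path. Mesoderm genes showed no shift as a set at D2 against D0 (adjusted p 0.261, block 0.272), with 8 of 15 higher. FOXC1, FOXF1 and NKX2-5, with a log2 fold change of 0, carry no information. PDGFRA, ISL1 and TBX6 were called higher by edgeR, with log2 fold changes of 2.68, 2.49 and 1.61, and TCF15 lower, at -1.19. At D14 against D8, liver genes were lower than other genes (adjusted p 0.000171, block 0.000173), 13 of 18, with a median log2 fold change of -0.47, so the listed liver genes did not rise as a set between these days. A rise of the set before D8 was not tested. FGB, one of its genes, was already at 116 ± 8 CPM at D8 and was at 186 ± 67.1 at D14. SERPINA1 rose against the direction of the set by 1.62. Intestine genes gave an adjusted p of 0.0984 (block 0.0826) with 9 of 10 higher and a median of 0.84, and CDH17 rose by 3.68. This set passed in 2 of the alternatives and is unresolved. Neural genes gave 0.228 (block 0.196), with 10 of 17 higher. Within this set, edgeR called NEFM, SYP, ELAVL3 and ZIC1 higher, with log2 fold changes of 3.44, 2.74, 4.17 and 2.14, and DCX lower, at -1.89. The list is not exclusive to neural cells, since the study stained PAX6, one of its genes, as a β-cell marker. These calls therefore do not by themselves point to neural cells.

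The D2 replicates differed more than any other pair, with 3076 genes at least 2-fold apart against 1504 for the next pair. SOX17 had 285 CPM in replicate 1 and 49 in replicate 2, VWF 99.6 and 10.8, CYP26A1 694 and 205, and TBXT 18.1 and 49. One hypothesis is that replicate 1 was further along the course to DE when it was harvested. Across genes, the difference of replicate 1 from replicate 2 had a Spearman correlation of 0.34 with the change from D0 to D4, which uses no D2 library. The same measure was between -0.14 and 0.22 at D4, D6, D8 and D12. Of the 1532 genes at least 2-fold apart at D2 and at least 2-fold changed from D0 to D4, replicate 1 was on the D4 side in 1226 (80%). Unequal depth is not enough, since the number of genes 2-fold apart, from median-centred differences, went from 3035 to 2989 when replicate 1 was thinned to the depth of replicate 2. The difference between the replicates had a Spearman correlation across genes of -0.05 with GC content and -0.02 with transcript length, so there was little trend to remove. After removing it the numbers were 3044 and 3056, which by themselves exclude nothing. Leaving out the 10 most counted genes of each library left 3036. A mislabelled library is unlikely: replicate 1 correlated with replicate 2 at 0.9712 and with a library of another day at 0.9488 at most. Replicate 2 came closer to another day, with 0.9623 to a D0 library, still under 0.9712. A difference in timing may therefore explain part of the spread. These bulk data cannot tell it from a different mix of cells or from a batch the labels do not name, neither of which was tested. Comparisons that use D2 carry this spread.

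VWF, a gene known from endothelial cells, was at 161 ± 9.76 CPM at D4 and under 2 at D0 and D8. If endothelial cells had arisen, other genes of that type should have risen with it. A list of 20 such genes without VWF was instead lower at D4 than at D0 (camera, BH over 2 sets, adjusted p 0.0141, block 0.00565), with 14 of 20 lower and a median log2 fold change of -1.01. KDR went from 105 to 9.38 CPM and CDH5 from 2.16 to 0.0742. By edgeR with BH adjustment 3 of the 20 genes were called higher: CD34, with a rise of 5.01 to 16.5 CPM, ESAM, with 3.26 to 1.24 CPM, and TAL1, with 2.06 to 0.624 CPM. The set as a whole did not rise, but this does not decide whether endothelial cells were the source of VWF at D4. Several of its genes were already expressed at D0, with KDR at 105, EGFL7 at 66.1, FLT1 at 65 and TEK at 57.4 CPM. A fall from such levels can lower the set whether or not some endothelial cells are present. No other explanation was tested.

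INS and GCG had 0 counts until D8 and were present at D12 and D14, a stage named for progenitors. A list of other genes of hormone-producing islet cells, without the marker genes and the genes of largest change, was higher at D14 than at D8 (camera, BH over 2 sets, adjusted p 3.17e-08, block 4.96e-09), with 19 of 24 higher, 12 of them called, and a median log2 fold change of 1.4. CHGA rose from 0.82 to 133 CPM and GHRL from 1.06 to 32.6, whereas SST changed by 0.22 and RFX6 fell by 1.7 on the log2 scale. SST, which encodes the hormone somatostatin, was already at 14.5 CPM at D8 and was at 16.9 at D14. RFX6 was at 95.5 CPM at D8 and 29.3 at D14. Reads shared between INS and the read-through gene INS-IGF2 cannot be the whole source. INS-IGF2 had 256 and 200 counts at D12 against 1094 and 688 for INS, and 288 and 264 at D14 against 13150 and 9202. At D8 it had 55 and 83 counts where INS had 0, so some INS reads at D8 could have been assigned to it, and the lower bound of the INS fold change is uncertain for that reason. GCG, which has no such neighbour, had at least 79 counts in each D12 and D14 library. A candidate explanation is that some cells had begun to make hormones before the end of the PP stage. Bulk counts cannot say how many cells, or whether INS and GCG were in the same ones.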
